A study of Brugia malayi with 14 samples. Its data were reported in "The Effects of Ivermectin on Brugia malayi Females In Vitro: A Transcriptomic Approach" (2016).

How the data were processed

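Read counts per gene were analysed for 14 libraries of adult female Brugia malayi. Per the study's methods, worms recovered from infected jirds were shipped overnight and randomly assigned to groups. Worms were either taken for RNA extraction on arrival or cultured for 24, 48 or 72 h with 100 nM ivermectin (IVM) or without it, and the untreated wells contained the solvent DMSO. RNA of several worms was pooled for each library, poly(A) RNA was selected, and libraries were sequenced on an Illumina MiSeq instrument. The GEO labels placed the libraries in 7 groups of 2 (arrival, untreated and IVM at each time point), with replicates lettered A and B. The study calls its replicates technical, but its methods give each replicate its own group of worms, randomly assigned from the same hosts, so A and B of a group hold different worms.

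The deposited table holds whole-number counts per gene that the authors obtained by trimming the reads, mapping them with Tophat2 to the WormBase genome of B. malayi (release WS243) and counting them with HTSeq-count in union mode. The counts were not normalized and no low-count filter was evident in the 12223 features, each of which had at least 1 count in some library. The table contained no summary lines for unassigned reads, and 0 columns lacked a sample. Reads that HTSeq-count finds ambiguous between overlapping genes are dropped in union mode, and reads that map to near-identical gene copies may be dropped or split, so values of multigene families such as the cuticle collagens are uncertain. Feature IDs were used as deposited. Gene symbols were taken from the NCBI RefSeq annotation of another assembly (GCF_000002995.4, B_malayi-4.0), in which 9354 of the 12223 IDs were matched. No coordinates were used from it, and gene length and GC content were not analysed here.

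All statistics were computed here from the deposited counts in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Total counts ranged from 1464198 to 3411683 per library. Principal components were computed from log2 CPM (counts scaled to a common library total) with a prior count of 2, TMM normalization and the 8703 genes kept by edgeR's filterByExpr over all groups. For each pair of replicates, a chi-square test over genes with at least 10 counts asked whether the libraries differed by more than sampling noise.

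Following the study's methods, IVM was compared with the untreated group at each time point by edgeR's exact test on the 4 libraries concerned, with TMM normalization and common and tagwise dispersions. Genes were called differentially expressed (DE) at a Benjamini-Hochberg false discovery rate (FDR) under 0.20. A filter is not given in the sources used here, so filterByExpr was applied at its defaults (a minimum count of 10 and a minimum total of 15). The same test compared each untreated group with arrival. Standard errors of log2 fold-changes were derived here from the tagwise dispersions and the group means by a Wald approximation, because the exact test gives none. Normalized CPM of the named genes are given for the 4 libraries compared, as mean ± SD with n = 2. The biological coefficient of variation (BCV) is the square root of the common dispersion. The effect of IVM over all time points and the differences between its effects at 2 time points were tested with edgeR's quasi-likelihood test on the 12 cultured libraries.

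The 3 gene lists were tested with limma's fry on the 12 cultured libraries, or on all 14 for culture against arrival: oxidative phosphorylation genes, genes of reproduction that the study had named at higher IVM concentrations, and cuticle collagens. The 12 list tests were adjusted together by the Benjamini-Hochberg method, with an FDR under 0.05 as the threshold. The median log2 fold-change of each list was ranked among those of 10000 random lists of the same size matched on mean expression. Genes named in the text were chosen by a rule: for each comparison, up to 2 DE genes with the highest and up to 2 with the lowest fold-change among those with non-overlapping groups and a mean count of at least 10, together with 21 genes that the study's text names for this concentration of IVM or as markers of culture, and any genes called at more than 1 time point if there were 5 or fewer. The 1 DE gene at 72 h outside this rule's first part, Bm4605, is among those 21. The groups, tests, lists, rule and alternatives were fixed before the data were examined, while the FDR threshold of the list tests was not.

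Where all libraries of a group were at 0, the fold is a lower bound computed against 3 counts over the group. Where a group had 1 to 3 counts, and for genes removed by the filter, the ratio of counts per total count is given with its exact 95% binomial interval. Intervals and floors cover counting error only, since amplified reads are not independent molecules.

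The scripts were tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed by a log2 fold-change of 2 in either direction. The changed genes were taken from those with a mean count of at least 10. The exact test recovered 96.8% of the changed genes that were tested at 24 h, 93.2% at 48 h and 87.0% at 72 h, with 22.9%, 20.9% and 27.0% of its calls being unchanged genes. It called 2, 2 and 3 genes when none was changed. In culture against arrival it recovered 98.5%, 91.4% and 88.1%, with 23.5%, 31.4% and 27.7% of its calls being unchanged genes. The quasi-likelihood test recovered 100% of the changed genes over all time points, and 60.5%, 62.5% and 68.5% for the effect at 48 h minus 24 h, 72 h minus 48 h and 72 h minus 24 h. In 20 simulations of the 48 h contrast, the oxidative phosphorylation list was lowered by a log2 fold-change of 1. The fry test reached an unadjusted p under 0.05 in 19 for this list and in 1 for an unchanged list. All simulations drew genes independently of each other, whereas in the real libraries many genes moved together. Recovery, false calls and calls without any change may therefore differ in the real data, and most of all for lists.

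Alternatives were the quasi-likelihood test on 4 or on all 14 libraries, DESeq2, size factors by the relative log expression (RLE) method or library size alone in place of TMM, trended dispersions, no filter beyond 1 count, a filter of at least 50 counts in at least 2 libraries, an FDR under 0.05, the replicate letter as a block, and the omission of each library in turn. The list tests were repeated with camera, with its preset correlation and with an estimated one. The comparisons of culture with arrival share the arrival libraries, so overlaps between them were set beside 10 draws of simulated unchanged groups. A further arrival replicate and the experiment with higher IVM concentrations were not analysed here.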

Results

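Transcripts of adult female Brugia malayi, a nematode that causes lymphatic filariasis, were counted in 14 poly(A) RNA libraries. Ivermectin (IVM) is a macrocyclic lactone used against filarial infections, and it reduces the release of progeny by female worms. The design asks which transcripts change in females exposed to 100 nM IVM in vitro, and when. There were 2 libraries from worms taken on arrival, and 2 each from untreated and from IVM-exposed worms after 24, 48 and 72 h in culture. Total counts of replicates A and B were 2074524 and 3411683 on arrival. In the untreated groups they were 2115920 and 1565213 at 24 h, 1959171 and 1745958 at 48 h, and 1495631 and 2557312 at 72 h. In the IVM groups they were 2955484 and 1651264 at 24 h, 1774888 and 1464198 at 48 h, and 1954044 and 3182476 at 72 h. Between 10004 and 10959 of 12223 features were detected per library, and the highest count of a gene was 58487.

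Replicates differed by more than sampling noise in all 7 groups, so no library was treated as a duplicate. The chi-square statistic per degree of freedom was highest for the untreated groups at 72 h (26.4) and 48 h (21.6), and it ranged from 4.18 to 10.6 in the other groups. The first principal component held 54.3% of the variance of log2 CPM and the second held 12.2%. On the first component the 4 libraries of 48 h scored between 49.6 and 92.4, while the highest of the other 10 libraries was untreated 72 h replicate A with 17.4. Untreated 72 h replicate B scored -44.4. The 100 most abundant genes took 32.1% to 43.1% of the counts in the 48 h libraries, 29.1% in untreated 72 h replicate A and at most 27.8% in the others. Ribosomal protein genes, of which 74 were identified by symbol, took 9.80% to 14.3% of the counts at 48 h, 8.34% in untreated 72 h replicate A and at most 6.52% in the others. The TMM factor was lowest for untreated 48 h replicate B (0.620). The labels give no sequencing batch or date, so no value within a batch could be computed.

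**Figure D1:**
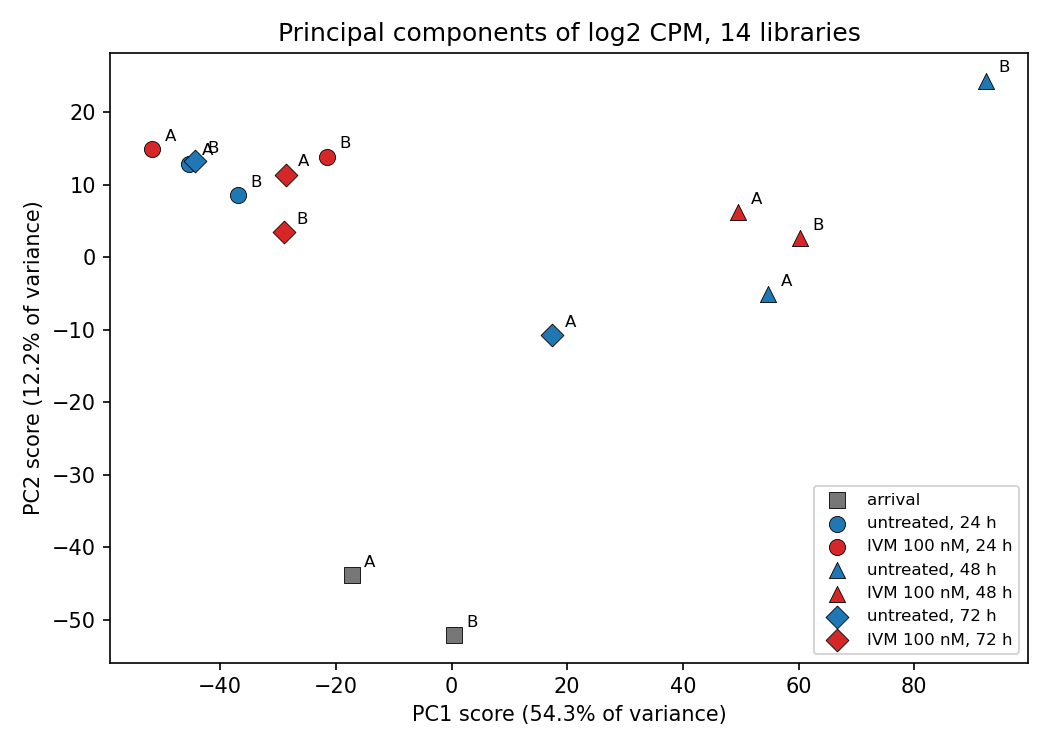
First and second principal component scores of the 14 libraries, computed from log2 CPM, with replicate letters beside the points. The 4 libraries of 48 h score from 49.6 to 92.4 on the first component, and untreated 72 h replicate A (17.4) lies apart from replicate B (-44.4).

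The comparison of IVM with untreated worms at each time point asks how the transcriptome responds to the drug. With edgeR's exact test, 442 of 7533 genes were differentially expressed (DE) at 48 h, of which 125 were higher and 317 (71.7%) were lower under IVM. At 24 h, 1 of 8054 genes was DE, and at 72 h 4 of 8239 genes were DE. In simulated counts with no gene changed, the same test called 2 genes at 24 h and 3 at 72 h. The numbers at these 2 time points are thus close to those seen without any effect. At an unadjusted p under 0.05 there were 198, 1069 and 93 genes at 24, 48 and 72 h. The BCV was 18.7%, 26.7% and 29.2%. In all, 447 genes were DE at some time point and 0 at more than 1. At 48 h, 439 of the 442 DE genes had non-overlapping groups. Chance separates 2 libraries from 2 in 33.3% of unselected genes, but these genes were selected by a test on the same 4 libraries, so their separation is not separate evidence. At 48 h 7 genes passed an FDR of 0.05. The number at 48 h rested on which libraries were used. It was 1973 without untreated replicate A, 982 without untreated replicate B, 4 without IVM replicate A and 2 without IVM replicate B. Of the 442 genes, 416, 318, 1 and 0 were called again in these fits. Without untreated replicate B the split was 506 higher and 476 lower (48.5% lower), so the excess of lower genes was absent without that library. Scaling by library size alone gave 245 DE genes at 48 h and turned the split to 173 higher and 72 lower, while the median of all tested genes moved from 0.03 to 0.22. With RLE size factors the split was 76 higher and 351 lower.

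**Figure D2:**
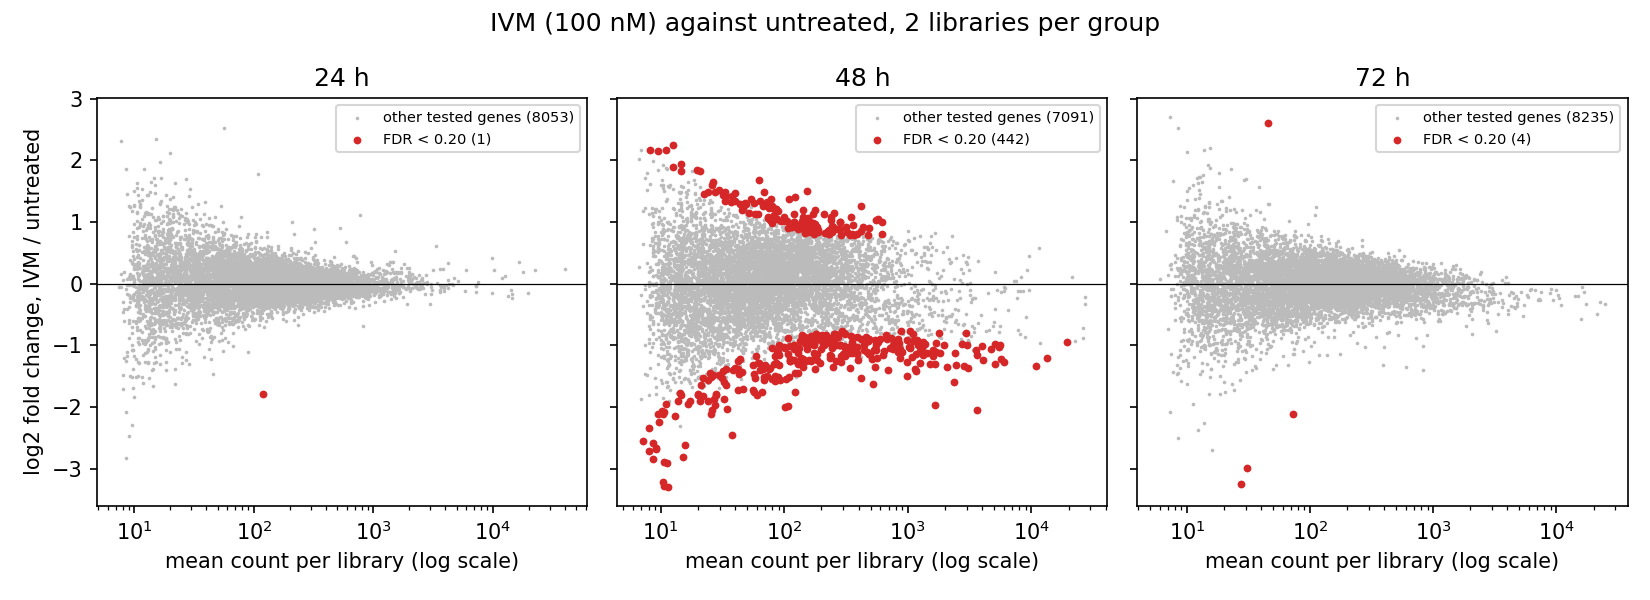
Log2 fold-change of IVM against untreated worms for each tested gene at 24, 48 and 72 h, against the mean count per library on a log scale. Red points are genes with an FDR under 0.20 in the exact test (1, 442 and 4 genes), and grey points are the other tested genes.

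Among DE genes at 48 h with non-overlapping groups, the highest log2 fold-changes were those of Bm4743 (2.25, SE 0.772, FDR 0.121) and Bm7809 (2.16, SE 0.768, FDR 0.125). Bm4743 rose from 2.27 ± 2.20 CPM (SD, n = 2) to 12.0 ± 2.84 CPM, and Bm7809 from 2.15 ± 1.02 CPM to 10.3 ± 1.06 CPM. The lowest were those of Bm14157 (-3.30, SE 0.918, FDR 0.0585) and Bm5295 (-3.28, SE 0.969, FDR 0.0635). Bm14157 fell from 12.2 ± 1.01 CPM to 1.22 ± 0.980 CPM, and Bm5295 from 12.2 ± 7.09 CPM to 1.22 ± 0.980 CPM. These 4 genes had mean counts of 10.8 to 12.5 per library. Of the genes fixed in advance from the study's text, Bm8648 had a log2 fold-change of -1.49 (SE 0.539, FDR 0.172) and Bm14080 (Bma-emo-1.1) one of -1.54 (SE 0.356, FDR 0.0303). Bm14080 was at 376 ± 169 CPM in untreated and 129 ± 7.03 CPM in IVM-exposed worms, and Bm8648 at 25.6 ± 4.38 CPM and 9.10 ± 2.45 CPM. Bm6450 (Bma-cnt-2) had a log2 fold-change of -1.46 (SE 0.473, FDR 0.114) and Bm8439 (Bma-col-45) one of -1.25 (SE 0.415, FDR 0.117). Bm1701 (Bma-ptps-1) was not DE (-0.98, SE 0.399, FDR 0.215). Of the 17 fixed genes that were tested at 48 h, 10 were DE, all lower, and 11 passed when adjusted over the list alone. At 24 h 0 of 17 tested were DE and 4 passed when adjusted over the list alone, and at 72 h both counts were 3. The study chose these genes on the same libraries, so the counts over the list alone are not independent evidence. None of the DE genes named here for 48 h was called without IVM replicate B, the fit that called 2 genes.

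At 24 h the DE gene was Bm4971, which fell from 101 ± 53.3 CPM to 29.3 ± 6.32 CPM (log2 fold-change -1.80, SE 0.368, FDR 0.0147). It was not called without untreated 24 h replicate B (0 genes), and 76 and 9 genes were called without IVM 24 h replicate A or B. At 72 h the DE genes were Bm9032, Bm7773, Bm4605 and Bm9380. Bm9032 fell from 22.2 ± 8.76 CPM to 2.18 ± 1.67 CPM (-3.24, SE 0.683, FDR 0.00853). Bm7773 fell from 25.9 ± 0.984 CPM to 3.17 ± 0.267 CPM (-3.00, SE 0.591, FDR 0.0028). Bm4605, a collagen, fell from 55.9 ± 3.97 CPM to 12.9 ± 0.0667 CPM (-2.11, SE 0.451, FDR 0.0147). Bm9380 (Bma-srp-2) rose from 4.44 ± 5.20 CPM to 30.9 ± 3.46 CPM (2.61, SE 0.651, FDR 0.103). All 4 were called again without untreated 72 h replicate A or B, among 429 and 3337 genes, and 0 of the 4 without IVM 72 h replicate A (0 genes called) or B (1 gene called). edgeR's quasi-likelihood test on the same 4 libraries called 0 genes at 72 h, with 63 at an unadjusted p under 0.05, and DESeq2 called 3. At 24 h Bm9032 was higher under IVM by a log2 fold-change of 2.12 (SE 0.778, p 0.00869, FDR 1) and Bm9776 by one of 1.26 (SE 0.375, FDR 0.815), so neither was DE. Bm9776 was not DE at 48 h (-0.25, SE 0.408, FDR 0.864) or 72 h (0.78, SE 0.428, FDR 1). The glutamate-gated chloride channel gene Bm1710 (Bma-avr-14) was not DE at any time point (-0.43, -0.41 and -0.50), nor was Bm337 (0.93, 0.32 and 1.11). Bm337 was called under an alternative at 48 h (range of log2 fold-changes -0.25 to 0.93) and at 72 h (0.36 to 2.49).

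Several genes named in the study's text had too few counts for the test. Bm4230 had 4 and 6 counts in the untreated 48 h libraries and 0 in both IVM libraries, which is at least 2.91-fold lower. At 72 h it had 1 and 28 counts in the untreated and 0 in the IVM libraries, at least 12.3-fold lower, with 28 of the 29 counts in 1 library. Bm8966 had 0 counts in the untreated and 27 and 2 in the IVM libraries at 72 h, at least 7.63-fold higher, with 27 of the 29 counts in 1 library. Bm7419 (Bma-nep-1) had 16 and 4 counts in the untreated and 1 and 0 in the IVM libraries at 48 h, a ratio of IVM to untreated of 0.0572 (95% exact interval 0.00138 to 0.358). Bm11145 (Bma-ttx-7) had 58 and 0 counts in the untreated and 2 and 0 in the IVM libraries at 48 h, a ratio of 0.0394 (0.00467 to 0.149) in which 1 untreated library held all 58 counts. At 72 h Bm11145 had 0 counts in all 4 libraries.

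The genes Bm6047, Bm3783 (Bma-sdhd-1), Bm3758, Bm5403, Bm10539 and Bm2497 (Bma-cytb-5.1), formed the oxidative phosphorylation list. All 6 were DE and lower under IVM at 48 h, with log2 fold-changes from -1.57 (Bm10539, SE 0.528, FDR 0.125) to -0.88 (Bm5403, SE 0.299, FDR 0.125), and all 6 passed when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries. Bm6047 was at 1076 ± 564 CPM in untreated and 440 ± 45.5 CPM in IVM-exposed worms (-1.29, SE 0.374, FDR 0.0745). Bm3783 had a log2 fold-change of -0.98 (SE 0.333, FDR 0.123), Bm3758 one of -0.92 (SE 0.311, FDR 0.123) and Bm2497 one of -1.52 (SE 0.444, FDR 0.0751). None of the 6 was called without IVM 48 h replicate B. Under the alternatives run, log2 fold-changes ranged from -1.85 to -0.64 for Bm6047 and from -2.70 to -0.92 for Bm10539. In the fit of the 12 cultured libraries the list median was -1.24, below all of 10000 matched random lists, but fry gave p 0.0650 and FDR 0.293, so the list did not pass. In untreated culture against arrival, 5 of these genes were tested at 24 h, of which 3 were DE, all lower (median log2 fold-change -0.69). All 6 were DE and higher at 48 h, by log2 fold-changes of 1.65 to 2.16 for 5 of them, and Bm10539 went from 1 count over both arrival libraries to 271 counts. At 72 h 0 of 5 tested were DE (median 0.05). The mean log2 CPM of the list was 5.27 and 5.80 on arrival, 7.81 and 8.65 in untreated and 7.23 and 6.83 in IVM-exposed worms at 48 h. At 24 h the list median was 0.06 (FDR 0.869), unchanged with Bm10539 at its bound, and at 72 h it was -0.40 (FDR 0.869). The mean at 24 h, 1.11, rested on Bm10539, which had 23 counts in IVM replicate B and 0 in the other 3 libraries.

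**Figure D3:**
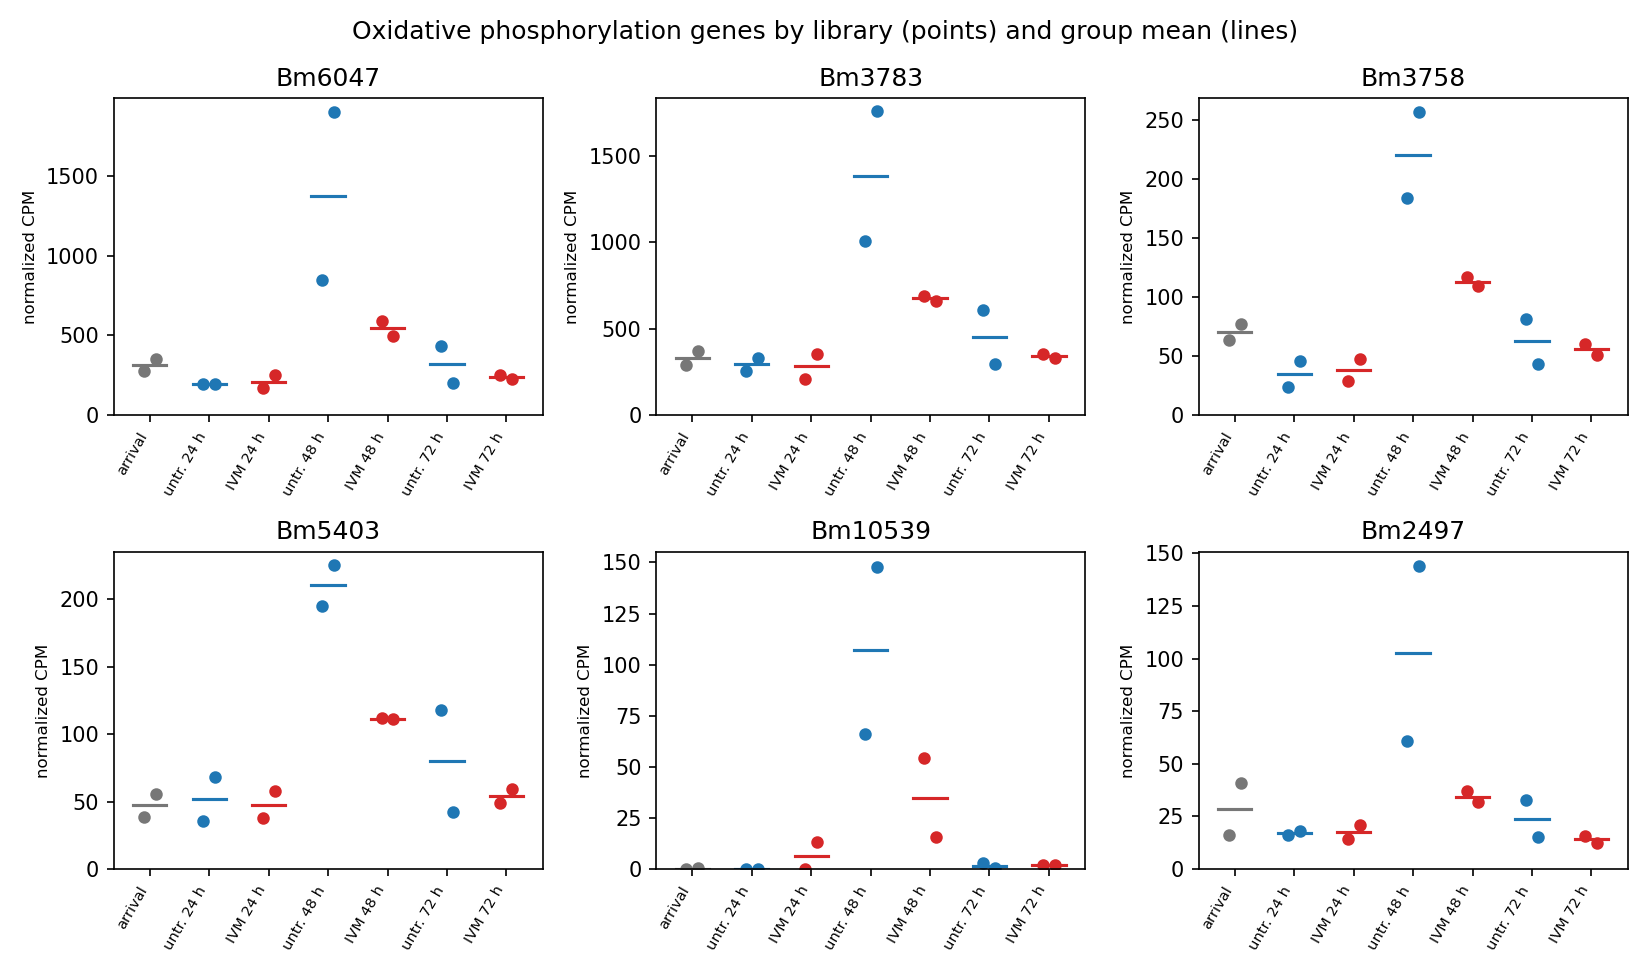
CPM of the 6 oxidative phosphorylation genes in each library (points; replicate A left, B right) and group means (lines), normalized by TMM over all 14 libraries. All 6 genes are highest in untreated worms at 48 h and are lower in both IVM libraries of 48 h.

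Overlap of the responses at different time points was asked next. The 3 IVM comparisons share no library. Across genes, which are not independent replicates, log2 fold-changes of IVM correlated with Pearson r -0.0018 (Spearman rho -0.018, 48.2% of 7286 genes of the same sign) between 24 and 48 h. The values were 0.21 (0.23, 57.8% of 7396 genes) between 48 and 72 h, and -0.0030 (0.00014, 49.9% of 7912 genes) between 24 and 72 h. Between 48 and 72 h the r was -0.13 without untreated 72 h replicate A and 0.38 with a filter of 50 counts. Differences between the effects themselves were tested with edgeR's quasi-likelihood test on 8582 genes in 12 libraries. For 48 h minus 24 h, 72 h minus 48 h and 72 h minus 24 h, 0 genes passed the FDR, with 578, 360 and 113 genes at an unadjusted p under 0.05. DESeq2 called 39, 0 and 1 genes. With no low-count filter the quasi-likelihood test called 70, 12 and 11 genes, and for 72 h minus 48 h it called 92 and 34 without untreated 72 h replicate A or B. For the effect of IVM over all time points, with 6 libraries per arm, 0 genes passed with either tool, with 434 at an unadjusted p under 0.05 in the quasi-likelihood test, and 12 were called without untreated 72 h replicate B. In the same 12-library fit the separate effect at 48 h gave 0 DE genes (lowest FDR 0.267) and 1229 genes at an unadjusted p under 0.05, against 84 at 24 h and 116 at 72 h.

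Genes of reproduction that the study named at higher IVM concentrations were examined to ask whether they also move at 100 nM. In this list of 11 genes, 0 were DE among the 11 tested at 24 h, the 10 tested at 48 h and the 11 tested at 72 h, over all genes or adjusted over the list alone. At 48 h 1 gene did not pass the filter. In the 12-library fit, which kept all 11, the list median was -0.0021 at 24 h, -0.40 at 48 h and 0.08 at 72 h (fry FDR 0.922, 0.869 and 0.888). At 72 h the median and the fry direction were positive while the mean was -0.03. At 48 h 9 of 11 genes were lower under IVM, and 6 of 11 with library size alone. For the concentration analysed here, the study drew on other evidence about reproduction. It reported enriched annotation terms of reproduction and embryo development among its DE genes. It also reported enriched RNA interference phenotypes for Caenorhabditis elegans orthologs of the down-regulated ones. Neither enrichment was tested here, so the result for this list does not bear on them.

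Cuticle collagens are a multigene family whose read assignment is uncertain. The study reported collagens as DE under IVM and cited earlier work for changes of collagens in culture. The list compared here holds 13 collagens that the study named as DE in both. The list median under IVM was 0.22 at 24 h, -0.68 at 48 h and -1.03 at 72 h in 11 genes (fry FDR 0.869, 0.356 and 0.293). At 48 h 10 of 11 and at 72 h 8 of 11 collagens were lower, and the medians lay at percentiles 0.6 and 0 of matched random lists, while the median at 24 h lay at percentile 99.3. Over all genes 0, 1 and 1 collagens were DE, and 0, 2 and 7 when adjusted over the list alone. The study chose these collagens as DE in work that includes these libraries. The percentiles and the counts over the list alone are thus not independent evidence. In untreated culture against arrival the median was -0.70 at 24 h, 1.01 at 48 h and 0.13 at 72 h in 12 genes (fry FDR 0.397, 0.151 and 0.869). DE collagens numbered 8 at 24 h, 7 of them lower, 8 at 48 h, all higher, and 3 at 72 h, 1 of them lower. At 48 h none of 12 was lower than on arrival, or 3 of 12 with library size alone. Bm1249, which did not pass the filter there, had 41 counts on arrival and 2 in untreated 48 h worms. No fry test of the 12 passed. With its preset correlation camera passed oxidative phosphorylation at 48 h (FDR 8.33e-05) and the collagens under IVM at 48 h (0.0181) and 72 h (7.74e-09) and in culture at 48 h (0.0110), and 0 of these held under fry or with an estimated correlation.

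Untreated worms, whose wells held the solvent DMSO, were compared with arrival to set the change during culture beside the IVM comparisons. Of 8190 genes 4206 were DE at 24 h (2168 higher, 2038 lower), of 8037 genes 4433 at 48 h (2164 higher, 2269 lower), and of 8238 genes 372 at 72 h (217 higher, 155 lower). The BCV was 15.3%, 25.2% and 30.0%. Without arrival replicate A or B, 0 and 1 genes were DE at 72 h, and without untreated 72 h replicate A or B 3759 and 2277 were. At 48 h, 1969 genes were DE without arrival replicate A and 2556 without B. At 24 h, 2681 genes were DE without arrival replicate B and 2784 without untreated 24 h replicate A. With library size alone the split at 48 h was 1080 higher and 3468 lower, and the median of all tested genes was -0.58. Of the DE genes, 2197 were shared by 24 and 48 h (1171 of the same sign), 240 by 48 and 72 h (231) and 334 by 24 and 72 h (331), and 217 were DE at all 3. Shared arrival libraries raise such agreement. Across genes, r was 0.12 between 24 and 48 h, against a mean of 0.537 in simulated unchanged groups. It was 0.41 against 0.441 between 48 and 72 h, and 0.78 against 0.502 between 24 and 72 h. Genes of the same sign made up 49.8%, 61.5% and 79.0%, against 68.6%, 64.2% and 67.2%, and at most 1 call was shared in a simulation. The simulated groups held no change, so all of their agreement comes from the shared arrival libraries. Where many genes were DE, these libraries make up a smaller part of the fold-changes. A value below the simulated one thus cannot show that real changes disagreed.

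Among DE genes of culture with non-overlapping groups, Bm491 and Bm1437 had the highest fitted log2 fold-changes at 48 h. Bm491 had 1 count over both arrival libraries and 352 over both untreated 48 h libraries, a ratio of 521 (95% exact interval 92.9 to 20644). Bm1437 had 0 and 69 counts, at least 34.1-fold higher, so its rank rests on a fitted value over a group at 0 and it is not shown to have risen more than Bm10539. Bm491, Bm1437 and Bm10539 had 37, 16 and 23 counts in IVM 24 h replicate B and 1, 0 and 0 in replicate A. Bm4951 and Bm10799 had the lowest fitted values at 48 h, going from 75 and 71 counts to 1 count each, ratios of 0.0197 (0.000493 to 0.113) and 0.0209 (0.000521 to 0.120). At 24 h Bm8634 and Bm2594 had the highest fitted values, going from 1 and 2 counts to 48 and 47, ratios of 71.5 (12.2 to 2884) and 35.0 (9.17 to 297.7). Bm9001 fell from 52 counts to 2, a ratio of 0.0573 (0.00676 to 0.218), and Bm13479 had a log2 fold-change of -3.52 (SE 0.827, FDR 5.08e-06).

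At 72 h Bm9996 rose by a log2 fold-change of 4.05 (SE 0.935, FDR 0.00113) and Bm3994 by one of 3.23 (SE 0.621, FDR 0.000913). Bm10377 had a log2 fold-change of -3.10 (SE 0.950, FDR 0.0525), and Bm1249, a collagen, fell from 41 counts to 3, a ratio of 0.0990 (0.0196 to 0.310). None of these 4 was DE without arrival replicate A, the fit that called 0 genes.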

Values the study reported

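For 100 nM IVM the study reported 460 DE genes over all time points, with 34 at 24 h, 421 at 48 h and 15 at 72 h, and 67% of those at 48 h were down-regulated. Counts per gene reached 58487 reads. The log2 fold-changes it gave were -1.46 for Bm8648 and -1.51 for Bm14080 at 48 h, -5.21 at 48 h and -6.90 at 72 h for Bm4230, 6.91 at 72 h for Bm8966, -3.92 for Bm7419 and -4.48 for Bm11145. Oxidative phosphorylation genes were reported with log2 fold-changes between -0.85 and -1.53. Bm9032 was reported with 2.10 at 24 h and -3.23 at 72 h.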

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

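The tests on these 3 results were chosen after the results were seen. Each concerns an effect that pointed in opposite directions at 2 time points.

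Bm9032 was higher under IVM at 24 h and lower at 72 h in all replicates. Its effect at 72 h minus that at 24 h was -5.35 on the log2 scale, the lowest p among 8582 genes in edgeR's quasi-likelihood test (p 0.000223), but the FDR was 1.00, so the difference did not pass. Counting error was excluded as the whole cause. The ratio of IVM to untreated counts was 4.06 (95% exact interval 2.22 to 8.02) at 24 h and 0.105 (0.0538 to 0.187) at 72 h, so both intervals lay away from 1 on opposite sides. Variation between libraries of one group stays open, because the adjusted p of 1.00 leaves the opposite effects inside what the fit allows for some gene among those tested. A reversal of the response to IVM between the time points, which the design names, cannot be told apart from it with 2 libraries per group.

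Bm7419 (Bma-nep-1) was lower under IVM at 48 h and higher at 72 h. The effect at 72 h minus that at 48 h was 4.98 on the log2 scale (p 0.000962, FDR 0.923). Counting error was excluded here too, since the ratio of counts was 0.0572 (0.00138 to 0.358) at 48 h and 2.06 (1.25 to 3.49) at 72 h. At 48 h it rested on 20 untreated counts, of which 16 lay in replicate A, against 1 count under IVM. Variation between libraries of one group stays open with the adjusted p of 0.923, and a time-dependent response to IVM is not separable from it.

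Cuticle collagens fell in untreated culture at 24 h and rose at 48 h against arrival. Compared directly, untreated 48 h libraries were above untreated 24 h libraries by a list median of 1.86 on the log2 scale (fry p 0.00196), which argues against variation between libraries of one group as the whole cause, given the spread that the fit estimates over all 14 libraries. All 12 of 12 tested collagens were higher at 48 h, which argues against a few members deciding the list. Bm1249, the only listed collagen left out by the filter, went the other way on few counts, 6 in untreated worms at 24 h and 2 at 48 h. A difference between libraries like that between the untreated 72 h replicates was tested through the list's median in replicate A minus replicate B, -0.081, at percentile 35.5 of matched random lists with 4 of 11 collagens higher in A. This value lies near 0 with members going both ways, and so cannot decide. A change with time in culture stays open as untested. Reads shared between collagen copies were not tested.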

How the results depend on the processing

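No alternative was added after the data were examined. Of 317 comparisons of an alternative with the result for a comparison between groups, 240 were counted as kept. A list kept its direction and side of the threshold, and a number of genes stayed within 1.5 times. A BCV or correlation had only to lie within the SD of its values with a library left out. This is a loose criterion, by which a 48 h BCV of 18.6% counted as kept against 26.7%. Named genes were rerun only with the quasi-likelihood test on the libraries compared, DESeq2, library size alone and the omission of each library. A fit that gave no result for a gene was left out and not counted as a lost call. Of 206 such alternatives for the 31 DE results of named genes, 136 kept the call, 70 lost it and 0 reversed the sign. Among the 31, 8 kept their call under all of these, each for culture against arrival at 24 or 48 h and none for IVM.

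The replicate letters were not taken to pair the libraries. Deviations from the group means correlated above 0.1 in 2 of 21 pairs of groups, with r from -0.42 to 0.24 and a median of 0.038. At 24 h, however, the split of the 4 libraries by letter called 510 genes. With the letter as a replicate block, the quasi-likelihood test on 4 libraries called 8, 211 and 4 genes for IVM at 24, 48 and 72 h and 4499, 4500 and 24 for culture, and on all 14 libraries 0, 0 and 0 for IVM and 2269, 4619 and 937 for culture. The block left 0 genes for IVM over all time points and for the differences between time points, and it changed no call of a list. The cause was not tested.

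At 24 h the 1 DE gene for IVM became 0 with the quasi-likelihood test on all 14 libraries and 2 with trended dispersions. At 48 h the 442 DE genes became 155 with the quasi-likelihood test on all 14 libraries, 245 with library size alone and 213 with no low-count filter, which tests more genes. An FDR under 0.05 left 7 by construction. Of the 442 genes 144, 171 and 204 remained in the first 3 of these, and 354 remained with the quasi-likelihood test on 4 libraries, 291 with DESeq2 and 392 with RLE factors. The split was 125 higher and 317 lower, 56 and 307 with DESeq2, 76 and 351 with RLE factors, 173 and 72 with library size alone, and 506 and 476 without untreated replicate B. At 72 h the 4 DE genes became 0 with the quasi-likelihood test on 4 or on 14 libraries and 2 with at least 50 counts in 2 libraries, a filter that 2 of the 4 genes did not pass. For culture at 24 h the quasi-likelihood test on 14 libraries gave 2545 DE genes in place of 4206. For culture at 48 h no alternative apart from the omission of a library moved 4433 by over 1.5 times, but library size alone moved its split to 1080 higher and 3468 lower. For culture at 72 h the 372 DE genes became 0 with the quasi-likelihood test on 4 libraries (982 genes at an unadjusted p under 0.05), 1224 on 14 libraries, 152 with DESeq2, 215 with library size alone, 229 with at least 50 counts in 2 libraries and 82 with an FDR under 0.05. Where no construction explains a change, the cause was not tested.

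Omission of each library in turn assumes that the lone library of a group varies like the other group. The number of DE genes for IVM then ranged from 0 to 76 at 24 h, from 2 to 1973 at 48 h and from 0 to 3337 at 72 h. For culture it ranged from 2681 to 4127 at 24 h, from 1969 to 5441 at 48 h and from 0 to 3759 at 72 h. In these fits the spread comes from the group that keeps both libraries. The BCV at 48 h was 18.6% and 18.9% without an untreated library and 33.3% and 33.4% without an IVM library, and more genes were called in the fits of low BCV. The BCV at 72 h was 12.0% without untreated replicate A and 11.7% without replicate B, with 40.3% as the highest. At 24 h the 76 genes came without IVM replicate A, 9 without IVM replicate B and 0 without untreated replicate B. At 72 h 3337 genes came without untreated replicate B, 429 without untreated replicate A, 0 without IVM replicate A and 1 without IVM replicate B.

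The 0 genes for IVM over all time points became 56 with no low-count filter and ranged from 0 to 12 with a library left out (12 without untreated 72 h replicate B). The 0 genes for the effect at 48 h minus 24 h became 70 with no filter and 39 with DESeq2, and ranged from 0 to 3 (3 without IVM 24 h replicate A). For 72 h minus 48 h they became 12 with no filter and ranged from 0 to 92 (92 without untreated 72 h replicate A, 34 without B). For 72 h minus 24 h they became 11 with no filter and 1 with DESeq2. The cause was not tested. Correlations of the IVM effects across genes ranged from -0.082 to 0.11 between 24 and 48 h, from -0.13 to 0.26 between 48 and 72 h and from -0.14 to 0.17 between 24 and 72 h when a library was left out, and the value for 48 and 72 h was 0.38 with at least 50 counts in 2 libraries. The untreated 72 h replicate A decided the sign between 48 and 72 h, which was -0.13 without it.

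The list medians and their FDR crossed the threshold only with camera and its preset correlation, for oxidative phosphorylation at 48 h (median -1.24, FDR 8.33e-05), collagens under IVM at 48 h (-0.68, FDR 0.0181) and 72 h (-1.03, FDR 7.74e-09) and collagens in culture at 48 h (1.01, FDR 0.0110). Camera with an estimated correlation gave an FDR of 0.545, 0.636, 0.251 and 0.636 for these. Medians near 0 changed sign when a library was left out. At 24 h under IVM the range was -0.26 to 0.33 for oxidative phosphorylation (-0.15 without untreated replicate A, -0.26 without IVM replicate B), -0.39 to 0.27 for the reproduction list (0.039 and 0.27) and -0.19 to 0.48 for the collagens (-0.081 and -0.19). At 72 h, without untreated replicate A, oxidative phosphorylation was at 0.30 (range -0.85 to 0.30) and the reproduction list at -0.46 (range -0.46 to 1.01). Collagens in culture at 72 h ranged from -0.27 to 0.44 (-0.16 without arrival replicate A, -0.27 without untreated replicate B). Medians that kept their sign also moved when a library was left out. Collagens in culture ranged from -1.02 to -0.27 at 24 h and from 0.33 to 1.17 at 48 h. Collagens under IVM ranged from -1.32 to -0.34 at 48 h and from -1.14 to -0.67 at 72 h. At 48 h under IVM the reproduction list ranged from -0.85 to -0.14 and oxidative phosphorylation from -1.75 to -0.89. With library size alone these 48 h medians were 0.44, -0.34, -0.10 and -0.87, in that order. Fewer samples enter the fits without a library, and the cause was not tested further.

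Genes that were not DE changed sign in 7 cases. Bm9776 at 48 h was at 0.018 with library size alone and 0.37 without untreated replicate B (-0.81 without A). Bm6450 was at -0.19 at 24 h without IVM replicate A (0.36 without B), and at 72 h at -0.21 without untreated replicate A and -0.16 without IVM replicate A. Bm1710 was at 0.49 at 24 h without untreated replicate B (-1.21 without IVM replicate A), and Bm337 at -0.25 at 48 h without untreated replicate A (0.93 without B). Some genes that were not DE were called under an alternative. These were Bm9032 and Bm9776 at 24 h, Bm1701, Bm9776 and Bm337 at 48 h, and Bm9776 and Bm337 at 72 h. The cause was not tested.

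Depth limited the genes of few counts. Bm4230, Bm8966, Bm7419 and Bm11145 differed on counts that lay mostly in 1 library or were at 0 in a group, and their bounds and intervals cover counting error only. A log2 fold-change of 2 was recovered in 87.0% of changed genes in the simulation of the 72 h comparison. Those genes had a mean count of at least 10, so recovery for genes of fewer counts was not measured. Smaller changes of single genes were not simulated.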

Other observations

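Only 2 of the tests in this part, those of sequencing depth and of the most abundant genes, were chosen before their result was seen.

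The 4 libraries of 48 h lay apart from the other 10 on the first principal component, by a gap of 22.3% of the range of scores. Sequencing depth was excluded, since after thinning every library to the smallest total the gap was at least 22.1% in 20 thinnings. The most abundant genes did not make the gap by themselves, since it was 22.6% without the 172 genes that were among the 100 most abundant of some library. The component is computed from log2 values of all genes kept, so removing a few could move it little. This test therefore does not exclude a wider shift in composition. The pattern as observed also leaves no room for exposure to IVM or a steady change with time in culture as its whole cause, since 2 of 2 untreated 48 h libraries scored above every library of another time point and 0 of 4 libraries of 72 h reached the lowest score at 48 h. These counts are part of the pattern and not separate evidence. A difference between libraries that needs no difference in time or drug stays open. The difference between untreated 72 h replicates A and B, which share time and treatment, correlated across genes with the difference between 48 h and 24 h at r 0.699, against absolute values of 0.0093 to 0.503 within the other groups. These replicates had already been seen far apart on the component, so the correlation restates the pattern and decides nothing by itself. A candidate explanation is a state of the worms or of the RNA, such as the condition of the worms in culture, that the 48 h libraries and replicate A share. Its nature was not tested, and a time-specific change at 48 h stays open beside it.

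The genes called for IVM at 48 h may in part reflect the position of the libraries on this same axis. Of the 317 genes lower under IVM, 91.2% (289) were higher in untreated 72 h replicate A than in B, 2 libraries that did not enter the 48 h comparison, against 49.9% of all tested genes and at most 65.3% in 10000 expression-matched random lists. Of the 125 genes higher under IVM 29.6% were, against at least 36.8% in the random lists. Displacement of untreated 48 h replicate B alone stays open. Without it 318 of the 442 genes (71.9%) were called again, among 982 called (12.3% of the genes tested), but the 442 were chosen on the same libraries and the BCV of that fit was 18.9%, so this number decides nothing. Without that replicate the split was 506 higher and 476 lower, and on the first component replicate A (54.7) lay between the IVM libraries (49.6 and 60.3) while B lay at 92.4. An effect of IVM that acts along the same axis would give the same shares, so the drug and a difference between libraries both stay open as well. In other splits of the 4 libraries into pairs, 1 of 3 splits, the real one, gave as many calls at 48 h, 1 of 3 at 72 h and 3 of 3 at 24 h, where the split by replicate letter gave 510 genes. With 3 splits chance cannot be excluded at any of these time points. For IVM over all time points, where 0 genes were called and a count of calls could not be compared, 27 of 100 drawn splits within time points, of 108 possible, gave as many genes (434) at an unadjusted p under 0.05, so chance cannot be excluded there either.

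The oxidative phosphorylation list, lower under IVM at 48 h, went the same way. Its median in untreated 72 h replicate A minus replicate B was 1.07 on the log2 scale, at percentile 99.8 of matched random lists, with 6 of 6 genes higher in A. A difference between libraries that is unrelated to the drug is thus a possible explanation of the lower list at 48 h, and an effect of IVM on these genes remains possible beside it. More untreated and exposed libraries at 48 h would be needed to tell these apart.

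DE genes numbered 1 at 24 h and 4 at 72 h here. Both numbers are lower than those quoted from the study above. With no low-count filter 1 and 4 genes were called, and with at least 50 counts in 2 libraries 1 and 2, so neither of these filters raised the numbers. The filter behind the quoted numbers is not given in the sources used here, and the cause of the difference was not tested further.

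Folds against a group at 0 were given here as lower bounds, 2.91-fold (48 h) and 12.3-fold (72 h) for Bm4230 and 7.63-fold (72 h) for Bm8966. These bounds are lower than the fitted values quoted from the study above.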
